A study of Homo sapiens with 6 samples.

How the data were processed

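Gene expression was measured on 6 Agilent 2-colour human arrays, all on 1 slide and scanned on 1 date, so neither slide nor scan could be tested as a batch. Per the labels, the cells were 22RV1, an established human prostate cancer line, made to carry a lentiviral vector for miR-338-5p, for miR-421, or for a red fluorescent protein as control. MicroRNAs (miRNAs) are short RNAs that lower the output of messenger RNAs they pair with. Per the labels, Cy3 held control RNA and Cy5 held RNA of the miRNA line on every array, with no dye swap, and a poly(A) tail was added to the total RNA before labelling with oligo-dT priming. The groups were miR-338-5p (replicates 1, 2 and 3) and miR-421 (a sample whose label names a pool, and replicates 1 and 2). What went into the pool is not stated in the labels, and it was used as 1 replicate. The labels of the other 5 samples carry a letter C before the number, also without its meaning. Whether an SD with n = 3 is a spread of repeated cultures or of samples derived in different ways is therefore not known.

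Per the file headers, the authors read each scan with Feature Extraction 11.5.1.1, and the deposited intensity values were the mean brightness of each spot and the median of its local background in either dye, not normalized. The deposited log10 ratio of Cy5 over Cy3, per the file headers, followed background subtraction, spatial detrending and dye normalization by that software. The deposited whole-series table held log2 ratios of Cy5 over Cy3 per gene name; how these were normalized is not stated. Both served as alternatives only. Probe coordinates were on hg19, per the file headers.

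From the spot intensities, the background was corrected by normexp with an offset of 50, and each array was normalized by loess with control spots given no weight. Spots marked as outliers by the image software were left out, and spots of 1 probe were averaged. Each array carried 62976 spots, 60901 of them for genes, which made 58201 probes. A probe was kept when it was well above background in either dye on at least 3 of the 6 arrays, which left 27503. Ratios are the miRNA line over control, so a negative log2 ratio is a lower signal in the miRNA line. R 4.3.3 and limma 3.58.1 were used. All 6 arrays entered 1 limma fit with a mean per group, moderated by eBayes (prior degrees of freedom 2.05). Each group mean was tested against 0, and the difference of both means was tested, with Benjamini-Hochberg adjustment over probes at 0.05. The tests were two-sided.

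The labels do not say whether 1 control culture supplied every array. If it did, the test of a ratio against 0 leaves out the control's own spread. The Cy3 signals of the arrays correlated at 0.993 to 0.999 and the Cy5 signals at 0.962 to 0.992. Without dye swaps a dye bias of a probe enters both comparisons with control. A bias or a control level common to all arrays cancels in the difference of the miRNAs.

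Gene names are those of the array. Of the tested probes, 19856 carried a RefSeq accession found in the reference gene table (assembly GRCh38.p14, used only for names), and for 1778 of these the current symbol differed from the array's. No exon, intron or UTR annotation was used here. The named genes followed a rule set before the data were examined. For each comparison these were the 4 largest rises and the 4 largest falls among probes with a gene symbol past the threshold. The same sign was required on all 3 arrays of the group, or no overlap between groups for the difference. Each gene was represented by its probe with the highest mean log2 intensity. SPINK1, EZH2, MTDH, AATK and FTX were always included.

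For 9 gene lists, also written before the data were examined, limma's camera was run with its preset inter-gene correlation of 0.01 on 21590 genes with 1 probe each. The lists were S phase, G2 and M phase, mesenchymal, epithelial, stem cell, androgen receptor, interferon response, polycomb group and ribosomal protein genes. Adjustment was over the 9 lists, and fry and camera with an estimated correlation served as checks. A further 3 lists (amino acid stress response, sterol synthesis, intestine and liver genes) were written after patterns had been seen. Tests planned on seed sites in 3' UTRs were not run because transcript sequences were not used here.

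The fit was tested on simulated data with the spread of 27376 probes and 200 probes shifted by 1 on the log2 scale per line. It recovered 87.5% of the shifted probes for miR-338-5p, with 11 false calls, and 87.5% for miR-421, with 7 false calls. For the difference it recovered 76.8% of 400 probes, with 19 false calls. The simulated values varied independently over probes and arrays, without control spread, dye bias or unequal spread of the groups. The false calls therefore do not cover errors from those sources, which can enter the comparisons with control. Alternatives covered the background correction, the normalization, the image software's ratio, the authors' table, the filter on dim probes, outlier spots, each array left out, the variance model, the arrays in the fit, the probes per gene and the replicate number as a block. The number of arrays limits the precision of every value.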

Results

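Messenger RNA levels were compared between 22RV1 prostate cancer cells that overexpressed a miRNA and control cells of the same line, on 3 arrays for miR-338-5p and 3 for miR-421. The series title sets these miRNAs in the context of prostate cancer positive for SPINK1, a secreted trypsin inhibitor. The share of gene spots well above background lay between 44.3% and 47.9% in Cy3 (control) and between 41.9% and 48.3% in Cy5 (miRNA line), with the lowest Cy5 share on miR-421 replicate 1. No gene spot was saturated (0 on each array). Log2 ratios of the arrays correlated across probes at 0.478 to 0.613 among the miR-338-5p arrays, at 0.637 to 0.823 among the miR-421 arrays and at 0.337 to 0.594 between the groups. Probes are not independent replicates, so these correlations describe the arrays.

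SPINK1 (NM_003122; probe at chromosome 5, 147204211 to 147207585, minus strand, hg19) was examined first because the labels describe the cells as SPINK1 positive. Under miR-421 its log2 ratio was -7.01 in the pool, -6.68 in replicate 1 and -6.15 in replicate 2, a mean of -6.61 ± 0.44 (SD, n = 3; limma adjusted p 0.0078). Under miR-338-5p the values were -3.04, -2.10 and -6.78 in replicates 1, 2 and 3, a mean of -3.97 ± 2.47 (SD, n = 3; limma adjusted p 0.042). The Cy5 signal was 12.2%, 23.4% and 0.913% of the Cy3 signal on these 3 arrays, and between 0.774% and 1.41% on the miR-421 arrays. The decrease held in 6 of 6 arrays. The difference between the miRNAs, 2.64 on the log2 scale, did not pass the threshold (limma adjusted p 0.4). The miR-338-5p value passed the threshold in 9 of the 16 alternatives able to move it, over which limma's adjusted p ranged from 0.0285 to 0.113. It did not pass without miR-338-5p replicate 1 (0.0992) or replicate 2 (0.0596), or without the miR-421 pool (0.0783) or miR-421 replicate 2 (0.0844). Without miR-338-5p replicate 3 the mean was -2.57 (0.0428). The miR-421 value did not pass without miR-421 replicate 2 (-6.85, limma adjusted p 0.0547).

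**Figure D1:**
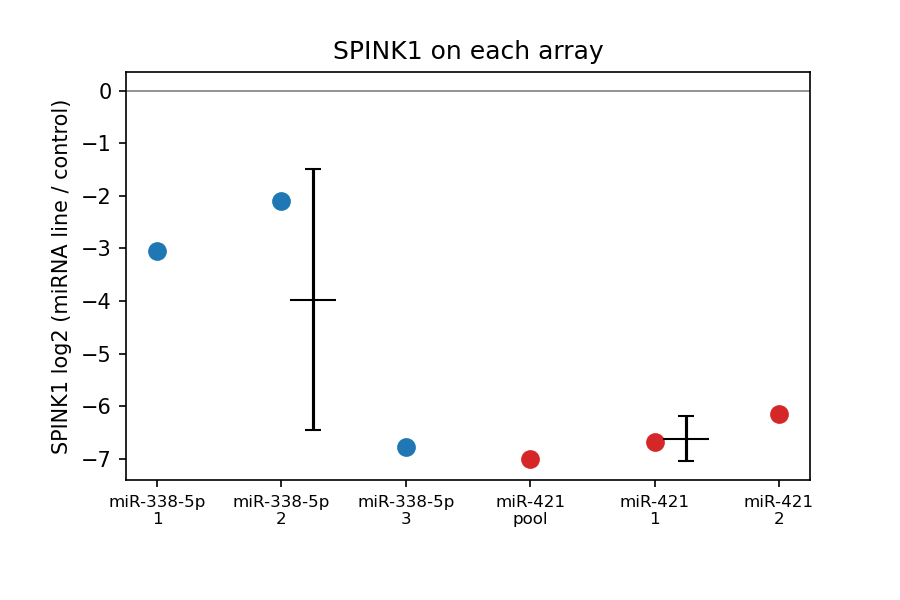
SPINK1 log2 ratio of the miRNA line over control (vertical axis, log2) on each of the 6 arrays (points), with the mean and SD of each group of 3 arrays (black bars). The miR-421 arrays lie between -7.01 and -6.15, whereas the miR-338-5p arrays spread from -6.78 to -2.10.

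To find which transcripts differed from control in the miR-338-5p line, 27501 probes were tested. Of these, 2476 (9%) passed the threshold in limma's test, 1041 higher and 1435 lower, and 264 of them changed at least 2-fold. The number fell to 568, 579 and 400 without miR-338-5p replicates 1, 2 and 3, to 1155 and 752 without the miR-421 pool and replicate 2, and to 214 when the fit used the 3 arrays of the group alone. It rose to 3650 without miR-421 replicate 1. The largest rises by the preset rule were those of ATF3, CHAC1, DDIT3 and EPHA3. ATF3 (NM_001040619, chromosome 1, 212793856 to 212793915) rose by 2.14 ± 0.23 on the log2 scale (SD, n = 3; limma adjusted p 0.0056). CHAC1 rose by 2.01 ± 0.38 and DDIT3 by 1.96 ± 0.20. EPHA3 rose by 1.88 ± 0.97, and its adjusted p of 0.028 was above 0.05 in 7 of 16 alternatives. Other probes of ATF3 rose less, by 0.05 to 1.23, and so did the other probe of CHAC1, by 0.48. The largest falls after SPINK1 were those of ASS1, PCP4L1 and AKR1C3. ASS1 (NM_000050, chromosome 9, 133376601 to 133376660) fell by 3.68 ± 0.18 (SD, n = 3; limma adjusted p 0.00039), PCP4L1 fell by 3.45 ± 0.11 (4.4e-05) and AKR1C3 fell by 3.21 ± 1.25 (0.017).

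In the miR-421 line 5950 of 27491 probes (21.6%) passed the threshold, 2526 higher and 3424 lower, and 742 of them changed at least 2-fold. The number fell to 3409, 2973 and 629 without the pool, replicate 1 and replicate 2 of miR-421. S100P (NM_005980, chromosome 4, 6698819 to 6698878) rose by 3.89 ± 0.40 (SD, n = 3; limma adjusted p 0.045, above 0.05 in 7 of 16 alternatives). WDR70 rose by 2.79 ± 0.56, FMOD by 2.71 ± 0.70 and TARP by 2.68 ± 0.79, with adjusted p of 0.0055, 0.0054 and 0.016. The FMOD value ranged from 2.33 to 4.16 over the alternatives, so the size of its rise is not exact. Besides SPINK1, NMB fell by 4.95 ± 1.99, ALB fell by 4.63 ± 0.40 and CLDN11 fell by 4.12 ± 0.24, with adjusted p of 0.019, 0.047 and 0.0044. ALB was well above background in Cy5 on 2 of these 3 arrays. Its value became -6.34 with the background subtracted and -6.50 with the image software's ratio, so the size of its fall is not exact. Its adjusted p was above 0.05 in 7 of 15 alternatives. Limma's test pooled the spread of both groups, so the adjusted p of S100P and ALB do not measure the miR-421 SD alone. The miR-338-5p SD was 3.07 for S100P and 3.74 for ALB. In the fit of the 3 miR-421 arrays alone, limma's adjusted p was 0.0114 for S100P and 0.00949 for ALB. On miR-338-5p replicate 2, ALB (2.18) and S100P (-2.59) went against miR-338-5p replicates 1 and 3, where ALB was -2.89 and -5.12 and S100P was above 0 (2.41 on replicate 1).

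EZH2, which the series title names, did not pass the threshold under miR-338-5p (-0.23 ± 0.14, adjusted p 0.6) or miR-421 (-0.57 ± 0.68, adjusted p 0.14; SD, n = 3 each, limma). On miR-421 replicate 1 the EZH2 value was -1.34, against -0.07 in the pool and -0.28 in replicate 2. MTDH was -0.13 ± 0.24 under miR-338-5p (adjusted p 0.7) and -0.66 ± 0.47 under miR-421 (adjusted p 0.048, above 0.05 in 12 of 16 alternatives). Here too miR-421 replicate 1 was lowest, with an MTDH value of -1.20 against -0.35 in the pool and -0.43 in replicate 2. Without miR-421 replicate 1 the MTDH mean under miR-421 was -0.39. AATK was 0.75 ± 0.59 and 0.68 ± 0.64, with adjusted p of 0.17 and 0.15, and its other probe was 0.02 and 0.23. FTX was not well above background in either dye on any array (0 of 6) and was not tested.

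Probes past the threshold in both comparisons with control numbered 1655, of which 1614 (97.5%) had the same sign, 501 higher and 1113 lower. They made up 66.8% of the miR-338-5p probes past the threshold and 27.8% of the miR-421 probes. Across probes the mean log2 ratios correlated at r = 0.651, and at 0.565 without miR-338-5p replicate 3. Both comparisons used the control channel, so unchanged lines were simulated with the spread of the tested probes. Against 1 control that varied as much as the lines, the simulated r had a median of 0.752 and a median of 777 probes passed in both with the same sign (20 draws, 712 to 881). In these draws a median of 1700 probes passed under miR-338-5p (1530 to 1960) and 1640 under miR-421 (1510 to 1800). The observed counts were 2476 and 5950. Against a control with no spread of its own, the simulated r had a median of -0.0043 and 0 probes passed in both. The median number passing under either miRNA was then 0 as well.

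**Figure D2:**
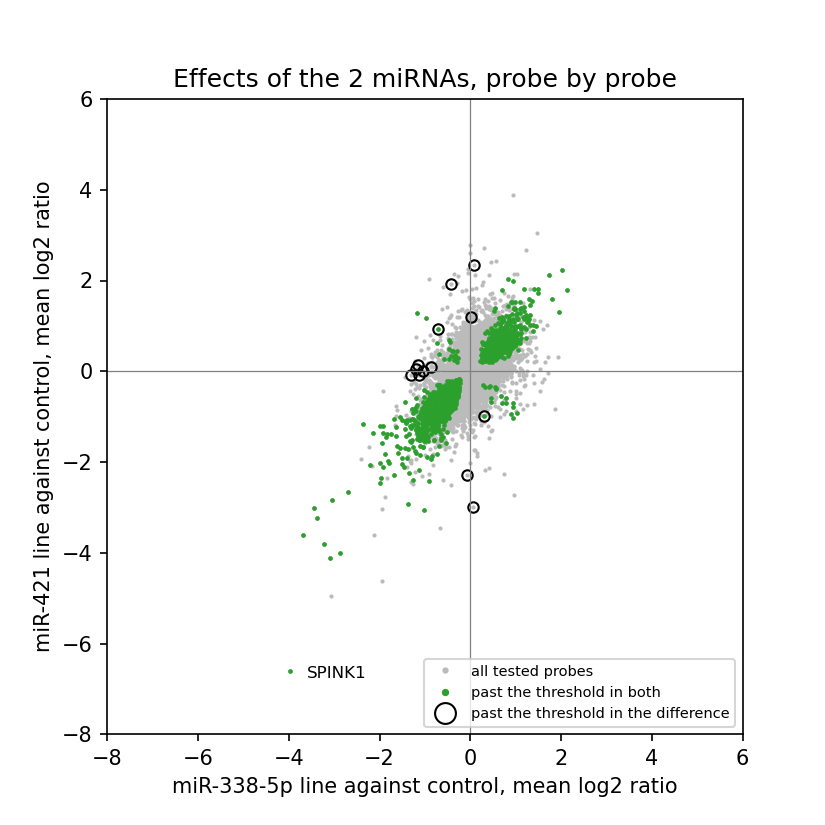
Mean log2 ratio of the miR-338-5p line over control (horizontal axis) against that of the miR-421 line (vertical axis) for each tested probe. Green points passed the threshold in both comparisons (1655) and open circles passed it in the difference of the miRNAs (13).

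The direct comparison of the lines asked which transcripts responded differently. Limma's test of the difference passed the threshold at 13 of 27489 probes, 3 higher under miR-338-5p and 10 lower, while 3753 had an unadjusted p under 0.05. The number was between 0 and 4 with any 1 array left out, and 89 with a trended and robust variance model. CFC1 (NM_032545, chromosome 2, 131356972 to 131357031) was 0.06 ± 0.29 under miR-338-5p and -2.99 ± 0.22 under miR-421 (SD, n = 3 each), a difference of 3.04 (limma adjusted p 0.03). PPP3CA differed by 2.21 (0.044) and COMMD3 by 1.28 (0.03). SOD3 (NM_003102, chromosome 4, 24802400 to 24802459) was 0.08 ± 0.13 and 2.35 ± 0.23, a difference of -2.27 (0.03). CCDC115 differed by -1.63 (0.044) and KRT83 by -1.28 (0.044). Each of these 6 differences lost the threshold in at least 7 of the 16 or 17 alternatives able to move it. Their adjusted p was up to 0.44 with the replicate number as a block and up to 0.302 in the other alternatives. None of the differences changed sign. The CFC1 difference ranged from 2.93 to 4.59 over the alternatives, so its size is not exact. It was 4.54 with the background subtracted and 4.59 with the image software's ratio.

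**Figure D3:**
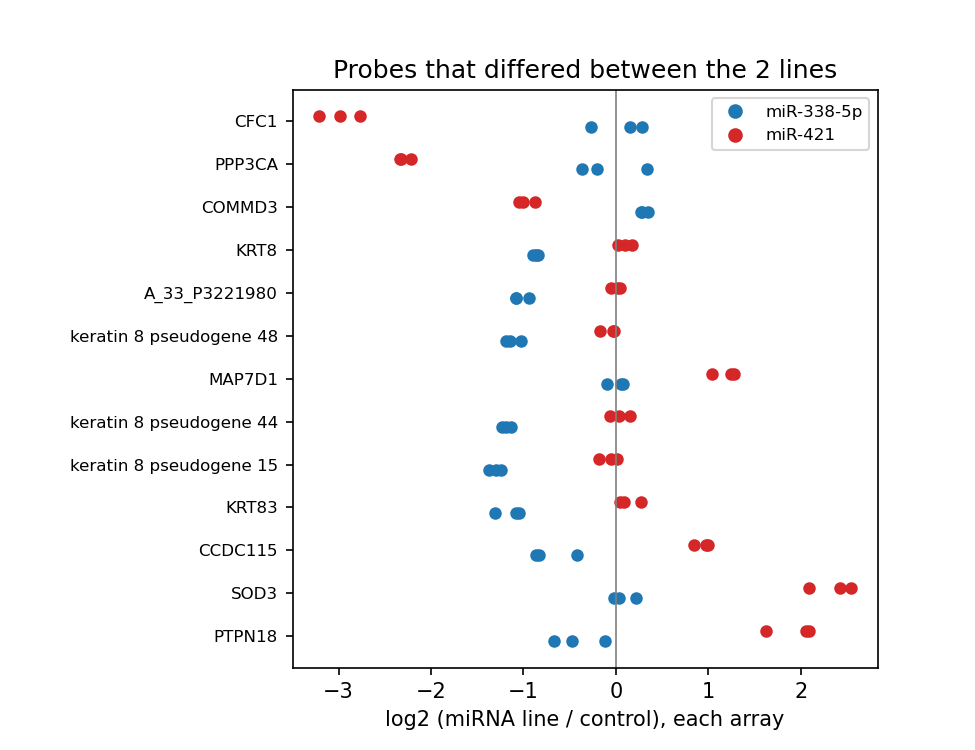
Log2 ratio of the miRNA line over control (horizontal axis) on each array for the 13 probes that passed the threshold in the difference, with miR-338-5p arrays in blue and miR-421 arrays in red. Among these 13 probes CFC1 has the largest difference, at 3.04.

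Among the 9 preset gene lists, S phase genes were lower under both miRNAs. Their mean log2 ratio was -0.48 under miR-338-5p (37 of 41 genes lower; camera adjusted p 5.9e-09, fry 0.044) and -0.49 under miR-421 (36 of 41; 8.2e-07, fry 0.037). Of the S phase genes, 11 passed the threshold over all probes and 23 adjusted over the list alone under miR-338-5p, and 21 and 30 under miR-421. G2 and M phase genes had means of -0.40 and -0.44 (camera adjusted p 5.3e-06 and 2.7e-05), which did not hold under fry (0.12 and 0.083). The G2 and M phase mean was -0.82 on miR-421 replicate 1, against -0.23 and -0.28 on the pool and replicate 2. The S phase mean was -0.82 on that array too, against -0.29 and -0.37 on the pool and replicate 2. Without miR-421 replicate 1 the S phase mean under miR-421 was -0.33 (camera adjusted p 3.16e-05). Falls under both miRNAs may also come from the control, if 1 culture supplied every array. Ribosomal protein genes had means of 0.30 and 0.17 (camera adjusted p 2.4e-07 and 0.025), which did not hold under fry (0.053 and 0.087). With the image software's ratio the ribosomal means became 0.05 (camera adjusted p 0.446) and -0.15. With the authors' table they became 0.03 (0.557) and -0.12. Median centring instead raised them to 0.40 (camera adjusted p 2.47e-16) and 0.55 (6.44e-10). Stem cell genes were lower under miR-338-5p (-0.30; camera adjusted p 0.042, fry 0.044) and did not pass camera under miR-421 (-0.38; 0.059, fry 0.037). The miR-338-5p result for stem cell genes did not pass in 5 of 16 alternatives, over which the mean ranged from -0.68 to -0.19. Polycomb group genes had means of -0.12 and -0.30 (camera adjusted p 0.34 and 0.054, fry 0.22 and 0.037). Mesenchymal genes (-0.03 and -0.08), epithelial genes (0.13 and 0.08), androgen receptor genes (-0.27 and -0.16) and interferon response genes (0.12 and 0.08) did not pass camera under either miRNA. Fry passed the mesenchymal list under miR-338-5p (0.047). Under miR-421 the mesenchymal mean was negative while its median (0.06) and camera's direction were positive. With the correlation estimated from the data, camera passed 0 of the 9 lists in each comparison. No list passed camera or fry in the difference of the miRNAs (0 of 9), where mesenchymal genes alone had an unadjusted camera p under 0.05 (0.032). In the difference the mean and the median differed in sign for 4 lists, and the mean and camera's direction for 3.

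**Figure D4:**
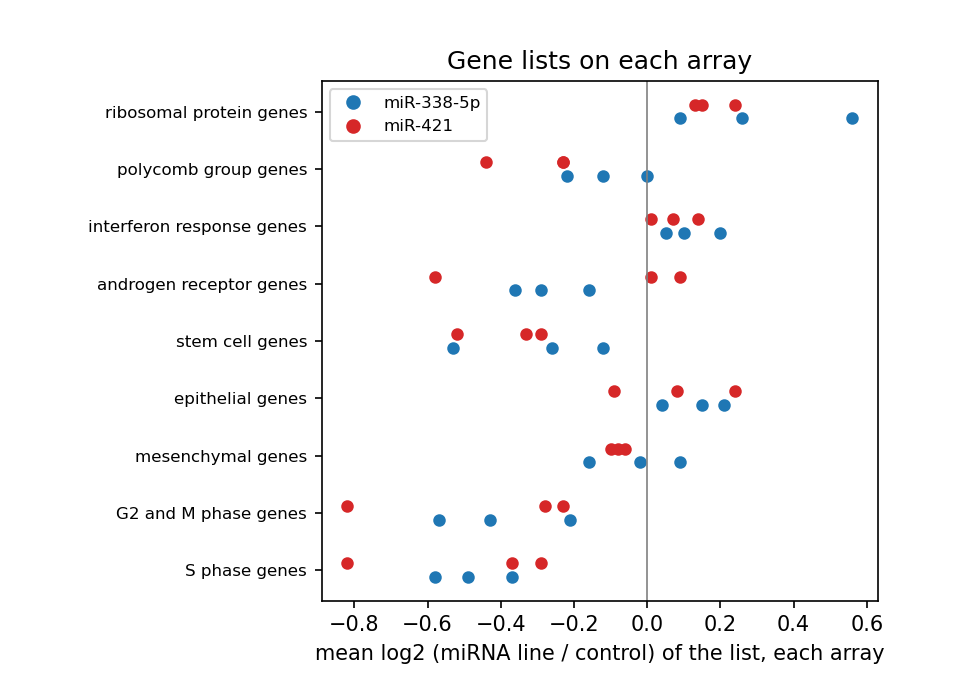
Mean log2 ratio of the miRNA line over control (horizontal axis) of the genes in each preset list, with 1 point per array, miR-338-5p in blue and miR-421 in red. S phase genes lie between -0.82 and -0.29 on all 6 arrays, and ribosomal protein genes between 0.09 and 0.56.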

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

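The tests of the keratin probes, the neighbours on chromosome 2 and the control channel were chosen after the results were seen. Naming the probes outside the preset rule also followed from their values.

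Effects of the lines differed, by limma's test of the difference, at 13 probes (miR-338-5p minus miR-421, log2): CFC1 (3.04), PPP3CA (2.21), COMMD3 (1.28), KRT8 (-0.96), an unnamed probe on chromosome 7 (-1.03), keratin 8 pseudogene 48 (-1.05), MAP7D1 (-1.18), keratin 8 pseudogene 44 (-1.22), keratin 8 pseudogene 15 (-1.23), KRT83 (-1.28), CCDC115 (-1.63), SOD3 (-2.27) and PTPN18 (-2.34). Of the 10 splits of the 6 arrays into 3 and 3, only the real one (1 of 10) gave as many probes, which cannot exclude chance because the share cannot fall below 0.1. The Cy3 part of the differences had a median of 0.04 of their size and ranged from -0.46 to 0.15, where a negative part worked against the difference. Cy3 differed by -1.03 at SOD3 and -0.36 at PTPN18, so the control signal was not equal there but worked against those differences. The largest Cy3 part in favour of a difference was 0.15, which argues against unequal control signal as their main source. Dye bias common to the arrays cancels here. An effect of the miRNAs and a difference from separate growth of the lines both stay open, as neither was tested. Between 0 and 4 probes passed when any 1 array was left out.

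Keratin 8 accounts for several of these probes. The 3 keratin 8 probes that did not pass differed by a median of -1.03 (lowest -1.30, highest -0.21), which is consistent with 1 transcript seen by several probes, so these are possibly not separate events. The 13 keratin 18 probes differed by a median of -1.10 as well, none past the threshold. The KRT8 probe that passed was -0.87 under miR-338-5p and 0.10 under miR-421. The other KRT8 probes were -1.31 and -0.28, and 0.22 and 0.43, so the 3 did not agree on the level in either line. The keratin 18 median came with rises under miR-421 (0.75 at a KRT18 probe, against -0.30). Whether both follow from 1 cause was not tested.

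CCDC115, PTPN18 and CFC1 lie within 131096025 to 131357031 of chromosome 2 (hg19), CFC1 opposite in sign to the others. The 40 probes of other genes within 1 Mb had a median difference of -0.06, with 22 lower and 16 higher, and went both ways (-0.82 to 0.87). A second probe of CCDC115 (-0.98, limma adjusted p 0.1), a second probe of PTPN18 (-1.65, 0.069) and IMP4 between these genes (-0.82, 0.077) were lower as well without passing. A change of the whole region in 1 direction finds no trend in these values, but a short segment around CCDC115 and PTPN18 could still be involved, and the median of members that go both ways does not decide it.

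EPHA3 was above 0 on all 3 miR-338-5p arrays and below 0 on all 3 miR-421 arrays, a difference of 2.71 that did not pass limma's test (adjusted p 0.12). No explanation was tested for it.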

How the results depend on the processing

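All alternatives were set before the data were examined, except the variance model and the group's own arrays for SPINK1, which were chosen after seeing the data. Unless a reason is given, the cause was not tested.

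The miR-338-5p count (2476) became 1604 with the background subtracted, 1284 with median centring and 1093 with the image software's ratio. It became 984 with the authors' table, 1590 without the filter and 214 with the group's own 3 arrays. That last fit has fewer degrees of freedom. The miR-421 fit on its own 3 arrays lost as many and gave 3983, so the cause of the fall to 214 is not settled. The miR-338-5p count rose to 3441 with a trended and robust variance. The miR-421 count (5950) became 3877 with median centring, the lowest with all arrays in the fit, 6908 without background correction and 6889 with the trended and robust variance. The share of lower calls under miR-338-5p (58%) became 82% with median centring, 45.3% with subtraction, 45.8% with the image software's ratio and 44.2% with the authors' table. The difference count (13, 76.9% lower) became 46 without background correction (54.3% lower), 16 with subtraction (43.8%), 2 with median centring (50%), 2 with the image software's ratio (0%), 6 with the authors' table (33.3%), 11 without the filter (63.6%), 89 with a trended and robust variance (60.7%) and 20 with a mean of a gene's probes (65%).

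With each array left out in turn, the counts ranged from 400 to 3650 for miR-338-5p, from 629 to 5506 for miR-421 and from 0 to 4 for the difference, and at most 1 of the 13 probes passed again. Among these fits the miR-338-5p count rose only without miR-421 replicate 1 (3650). The correlation of effects ranged from 0.565 to 0.664, and moved by less than the spread of array pairs (SD 0.0823) in every alternative but the one without miR-338-5p replicate 3. Lists passing camera ranged from 2 to 5 under miR-421 and from 0 to 2 in the difference. Median centring and no filter each gave 5 lists under miR-421.

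SPINK1 fell in every alternative. Under miR-338-5p its adjusted p rose past 0.05 with median centring (-4.05, p 0.0594), without the filter (-3.97, p 0.086) and with the group's own arrays (-3.97, p 0.113), and it ranged from -4.91 to -2.57 with an array left out. Under miR-421 it ranged from -6.85 to -6.41 with an array left out. It passed in 15 of 16 alternatives, failing without miR-421 replicate 2 (p 0.0547). The miR-421 value was -7.06 without background correction and -7.30 with the background subtracted. It was -7.31 with the image software's ratio and with the authors' table. The size of this fall, and the Cy5 percentages of Cy3 given for SPINK1, are therefore not exact.

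Single genes and lists past the threshold kept their sign, except ribosomal protein genes under miR-421, which became -0.15 with the image software's ratio and -0.12 with the authors' table. AATK, which did not pass, changed sign in the difference with median centring (-0.02), the image software's ratio (-0.01), the authors' table (-0.17), a mean of its probes (-0.07) and in 3 of the 6 fits with an array left out (range -0.30 to 0.41). EZH2, which did not pass, changed sign in the difference without miR-421 replicate 1 (-0.05, range 0.59 to -0.05). Over the other settings of single genes and lists, 319 kept their side of the threshold and 52 lost it, and with an array left out 156 kept it and 62 lost it.

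With the replicate number as a block, 0 probes passed in the difference. Same-numbered arrays deviated weakly in opposite directions (r = -0.14 and -0.21), which gave no sign that the numbers pair the samples. These 2 correlations cannot exclude pairing, and the labels do not state it. The fit with the block left 1 residual degree of freedom. Aquantile changes intensities and not ratios, and a gene with 1 probe has no other mean, so these alternatives could not move such values and were left out of every tally of single genes and lists. The seed site tests and their alternatives were not run. Dim probes limit the ratios: between 41.9% and 48.3% of gene spots were well above background in Cy5.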

Other observations

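The shared-change, SPINK1, pool, spike-in, gene-density and list tests below were chosen after the patterns had been seen. The GC test and the test of neighbouring genes were written before their results.

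Changes shared by the miRNAs have several open explanations. A control that varied like the lines gave a simulated r of 0.752, above the observed 0.651, and 777 probes passing in both with the same sign, against 1614 observed. The simulation assumes the control's spread, so it cannot set how much of the overlap comes from a control common to the arrays. Whether there was 1 is not in the labels. The share of Cy3 spots well above background differed by group (47.3% to 47.9% for miR-338-5p, 44.3% to 44.4% for miR-421). The raw spike-in Cy3 signal differed likewise (11.26 to 11.46 and 11.05 to 11.12, log2), so the share need not reflect the control RNA. A control common to the arrays cannot be told apart from a shared response to both miRNAs or to the vectors. Dye bias stays open too. GC content of the probe explained 4.83% of the variance of the mean log2 ratio, which leaves other sequence features untested. The 7 spike-in sequences well above background in both dyes spread with an SD of up to 0.348 on an array, against a median change of 0.616 at probes past the threshold in both. Spike-ins are few, and a bias of that spread could still carry many probes past 0.616.

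Amino acid stress genes are a candidate explanation for part of the shared rises. With ATF3, CHAC1 and DDIT3 left out, the 33 genes rose by a mean of 0.62 under miR-338-5p (30 of 33 higher) and 0.73 under miR-421 (29 of 33). The larger camera p was 5.4e-10, fry gave 0.0016 and 0.00069, and camera with an estimated correlation gave 0.034 and 0.049. The p values in this paragraph were not adjusted over lists, unlike those of the preset lists. The values 0.034 and 0.049 therefore do not show that these genes pass the check that every preset list failed. Sterol synthesis genes without INSIG1 fell in both (-0.47 and -0.40, larger camera p 0.0045), but not with an estimated correlation (0.17 and 0.31). Neither list differed between the miRNAs (camera p 0.18 and 0.48). These patterns may also come from the control, if 1 culture supplied the arrays.

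SPINK1 fell less on miR-338-5p replicates 1 and 2 than on replicate 3. The Cy3 SD was 0.02 of the SD of the ratio, which argues against the control channel as the source. Intestine and liver genes without those that drew attention had array means of -0.31, 0.32 and -0.66 on miR-338-5p replicates 1, 2 and 3, in the order of SPINK1. Their fall passed under miR-421 (-0.50, camera p 0.0028), though not with an estimated correlation (0.37), and it did not pass under miR-338-5p (-0.22, median -0.01, camera p 0.068), so a wider programme stays a hypothesis. Only 28 of the 65 genes in that list were tested. Unequal expression of the miRNA among these cultures was not analysed here.

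The miR-421 pool resembled replicate 2 (r = 0.823) more than replicate 1 (r = 0.637). At the 690 probes where replicates 1 and 2 differed by at least 1 on the log2 scale, the pool lay outside their range at 38.7%, and the miR-338-5p arrays at 32.9% to 39.7%. Beyond 0.15 outside that range lay 20.3% for the pool and 21.7% to 26.2% for those arrays. The limit of 0.15 was the median SD over all tested probes and not that of these 690, so whether the pool holds replicates 1 and 2 alone stays open.

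On the miR-421 replicate 1 array the spike-ins had a median log2 ratio of 0.607, against 0.0438 to 0.238 on the other arrays. The gene signal in Cy5 lay -0.72 from the next lowest array on the log2 scale, while the spike-in Cy5 signal lay 0.01 above the highest of the other arrays. A low Cy5 signal of the RNA sample is consistent with these values. The same array had the widest log2 ratios (SD 0.532).

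Neighbouring genes moved together more than shuffled gene orders gave. Of 418 windows of 50 genes, 4 (miR-338-5p), 6 (miR-421) and 12 (difference) had medians beyond the limit from 100 shuffled orders. Chromosome segments gained or lost could give this, but window medians also followed the length of chromosome that a window spans, which explained 28.8% of their variance in the difference, 36.9% under miR-421 and 15% under miR-338-5p. Gene density of the region is therefore a candidate explanation, and whether it reflects biology or the RNA and labelling was not tested. The window with the largest median (-0.33) was chromosome 2, 165349539 to 175213308, under miR-421.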
